# YBX1 mediates alternative splicing and maternal mRNA decay during pre-implantation development

**DOI:** 10.1186/s13578-022-00743-4

**Published:** 2022-02-02

**Authors:** Mingtian Deng, Baobao Chen, Zifei Liu, Yongjie Wan, Dongxu Li, Yingnan Yang, Feng Wang

**Keywords:** Maternal to zygotic transition, YBX1, Alternative splicing, RNA decay

## Abstract

**Background:**

In mammals, maternal gene products decay and zygotic genome activation (ZGA) during maternal to zygotic transition (MZT) is critical for the early embryogenesis. Y-box binding protein YBX1 plays vital roles in RNA stabilization and transcriptional regulation, but its roles remain to be elucidated during pre-implantation development.

**Methods:**

In the present study, we re-analyzed transcriptional level of *YBX1* in mice, human, bovine, and goat embryos using public RNA-seq datasets. We further performed siRNA microinjection to knock down the expression of *YBX1*, and RNA sequencing of the 8-cell stage embryos in the control and *YBX1* knockdown group. To reveal the regulation mechanisms of YBX1, we conducted differentially expression analysis, alternative splicing (AS) analysis, enrichment analysis, and 5-EU staining using DESeq2, rMATs, clusterProfiler, and immunofluorescence technique, respectively.

**Results:**

The expression of *YBX1* was increased during MZT in goat, bovine, human, and mice, but significantly decreased in *YBX1* knockdown embryos compared with the controls, suggesting successfully knockdown of *YBX1*. The percentage of blastocyst was decreased, while embryos blocked at the 2- and 4-cell stage were increased in *YBX1* knockdown embryos compared to the controls. Using RNA-seq, we identified 1623 up-regulated and 3531 down-regulated genes in the 8-cell stage *YBX1* knockdown embryos. Of note, the down-regulated genes were enriched in regulation of RNA/mRNA stability and spliceosome, suggesting that YBX1 might medicate RNA stability and AS. To this end, we identified 3284 differential AS events and 1322 differentially expressed maternal mRNAs at the 8-cell stage *YBX1* knockdown embryos. Meanwhile, the splicing factors and mRNA decay-related genes showed aberrant expression, and the transcriptional activity during ZGA in goat and mice was compromised when *YBX1* was knocked down.

**Conclusion:**

YBX1 serves an important role in maternal mRNA decay, alternative splicing, and the transcriptional activity required for early embryogenesis, which will broaden the current understanding of YBX1 functions during the stochastic reprogramming events.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13578-022-00743-4.

## Background

After fertilization, maternal mRNAs were massively degraded through a critical developmental process known as maternal to zygotic transition (MZT), during which, the developmental control is handed from maternally provided gene products to those synthesized from the zygotic genome [1–4]. Recently, it was reported that additional maternal mRNAs degradation was also depend on zygotic genome activation (ZGA) in mice (Z-decay) [5]. Since maternal mRNAs degradation is the first step of developmental transitions after fertilization, it is of importance to investigate the mechanisms of mRNA decay during the pre-implantation development.

The maternal mRNAs degradation is sophisticated. Typically, general mRNA decay is initiated by deadenylation and mRNA decapping, through the CCR4-NOT (CNOT) deadenylase [6] and the decapping enzyme DCP1/2 [7], respectively. Recent studies revealed that epigenetic modifications and maternal factors play critical roles during mRNA decay. For example, B-cell Translocation Gene-4 (BTG4) bridged CNOT to EIF4E, and facilitated decay of maternal mRNA [8]. Deficiency of N6-methyladenosine (m6A) reader protein YTH N6-methyladenosine RNA binding protein 2 (YTHDF2) decelerated the decay of m6A-modified maternal mRNAs and impeded ZGA initiation [9, 10]. These and subsequent studies suggesting that maternal factors play pivotal roles during the pre-implantation development [5, 11].

Y-box binding proteins, including YBX1, were discovered to bind to Y-box DNA elements, and are expressed in bacteria and animals [12]. It was reported that Y-box binding proteins are enriched in oocytes [13], and were identified as major components of cytoplasmic messenger ribonucleoproteins (mRNPs), with ubiquitous RNA-binding ability [14]. They were linked to a wide range of nucleic acid-related processes including translational repression, RNA stabilization, and transcriptional regulation in cell culture systems [12]. YBX1 is required for cell proliferation in cancer cells [15]. Of note, Wang et al. reported that YBX1 was differentially expressed during follicular development [16], meanwhile, Violeta et al. reported that YBX1 is altered in pregnancy-associated disorders [17]. Moreover, Lu et al. and Uchiumi et al. found embryonic lethality in YBX1 deficiency mice at E13.5, due to multiorgan hypoplasia and abnormal patterns of cell proliferation within the neuroepithelium [18, 19]. These studies suggest essential roles of YBX1 during implantation development. However, it remains unclear whether YBX1 plays critical roles during the pre-implantation development.

Alternative splicing (AS) diversifies the repertoire of mature cellular mRNAs, and broadly shapes mRNA metabolism by exposing or eliminating binding sites for RNA-binding proteins or ncRNAs [20, 21]. It also influences mRNA stability and translational efficiency [22]. AS displayed tissue-specific distribution and developmental specificity [23, 24]. During oocyte meiotic maturation, AS was related to the regulation of transcription and mitochondrial translation [25]. Recently, Tian et al. and Cheng et al. found that AS also occurs during the early embryo development. They identified major wave of AS switches around MZT and they further reported relationship between AS and gene transcription during the process in mice [26, 27], suggesting that MZT might be in the tight control of AS regulatory networks. However, regulation of AS during the pre-implantation remains to be elucidated.

In the present study, we investigated the role of YBX1 and its regulatory mechanisms by knockdown experiments, RNA-seq, AS analysis, and 5-EU staining. We report that YBX1 serves an important role in maternal mRNA decay, alternative splicing, and transcriptional activity required for pre-implantation development. Our data will be helpful in understanding the dynamic regulation of the early embryogenesis.

## Results

### Up-regulation of *YBX1* during MZT in goat, bovine, mice, and human

We first investigated the expression pattern of *YBX* during the early embryo development in mice, human, and goat by re-analyzing public RNA-seq datasets. As shown in Fig. 1A, *YBX1* was gradually up-regulated from oocyte to blastocyst in goat; *YBX2* was up-regulated from the 2-cell embryos to the morula, while the expression of *YBX3* was deceased at the 8-cell stage embryos compared to the 4- and 16-cell stage embryos. During bovine early embryo development, the expression of *YBX1* was significantly increased in the 8-cell embryos compared to the 4-cell embryos, whereas *YBX2* was down-regulated during MZT (Fig. 1B). In mice, the expression of *YBX1* was increased after fertilization and further increased at the 4-cell embryos compared to the 2-cell embryo. *YBX2* and *YBX3* was down-regulated during ZGA in mice (Fig. 1C). The expression of *YBX1* in human were similar with that of mice (Fig. 1D). Conservative analysis revealed high homology of the protein sequence among goat, bovine, mice, and human (Additional file 1: Fig. S1). These data suggest conserved expression pattern of *YBX1* in mammalian embryos and that YBX1 might play vital roles during MZT.

**Fig. 1:**
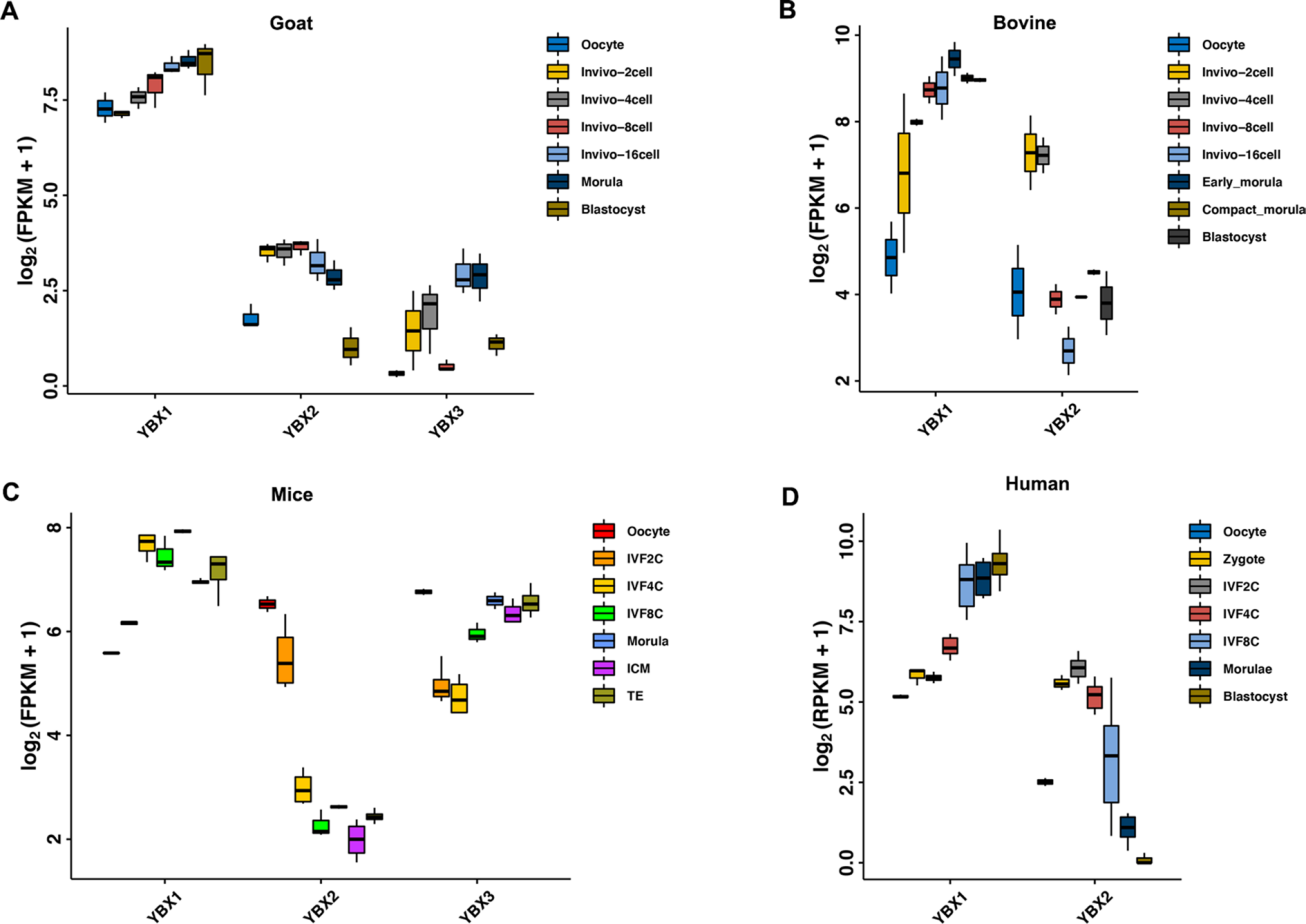
Up-regulation of *YBX1* during MZT in goat, bovine, mice, and human. **A** The expression of *YBX1*, *YBX2*, and *YBX3* in goat in vivo embryos. **B** The expression of *YBX1* and *YBX2* in bovine in vivo embryos. **C** The expression of *YBX1*, *YBX2*, and *YBX3* in in vitro fertilized embryos in mice. **D** The expression of *YBX1* and *YBX2* in in vitro fertilized embryos in human. FPKM/RPKM: fragments/reads per kilobase of exon model per million mapped fragments

### Knockdown of *YBX1* impeded the early embryo development

To confirm its role in preimplantation, we knocked down *YBX1* by siRNA microinjection (Fig. 2A). 

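For RNA-seq, zygotes were microinjected with siRNA against YBX1 at 20 µM or with a negative control siRNA, and 8-cell embryos were collected 72 h later. A siRNA is a short double-stranded RNA that directs the degradation of the mRNA it matches. There were 3 libraries of YBX1 knockdown embryos and 3 of the controls. The paper states that 30 of each were pooled in 3 replicates, which leaves open how many embryos went into one library. The libraries were made with Smart-seq2, which copies and amplifies full-length cDNA from very small amounts of RNA without molecular identifiers. The authors trimmed the paired-end reads with fastp, aligned them to the goat genome ARS1 with HISAT2 and counted uniquely mapped reads per gene with featureCounts. The deposited table gives the FPKM of each gene in each library, together with the log2 fold change, p-value and adjusted p-value that the authors obtained with DESeq2. It holds 5154 genes, all of which the authors called differentially expressed, so genes without a call were not analysed here.
An FPKM value is a fragment count divided by the length of the gene and by the total of the library, and the count behind every value could be recovered as a whole number. The totals were 10354990, 12192458 and 11052666 fragments in controls 1, 2 and 3, and 12098896, 11203666 and 12688297 fragments in knockdown libraries 1, 2 and 3. The median gene of the table had between 164 and 171 fragments in the controls and between 101 and 133 fragments in the YBX1 knockdown libraries. Taking 3 fragments as the smallest number that can be told from 0, a gene of the median length, 1542 bases, was detectable from 0.153 FPKM in the deepest library and from 0.188 FPKM in the shallowest. Such floors cover counting error only, since copies made by PCR are not independent molecules. The number of genes under 3 fragments was 110, 144 and 145 in the controls and 963, 624 and 696 in the knockdown libraries. Genes were listed by Ensembl identifier, and 456 of them (8.8%) could be paired with a symbol through the part of Table S2 that was given here. YBX1, YBX2 and YBX3 were not among these, so the targeted gene, which would check the labels, was not analysed here. Expression was compared on the log2(FPKM + 1) scale with limma, over genes with a mean FPKM of at least 1 in the 6 libraries. On this scale the change of genes with low FPKM is understated.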

The expression of *YBX1* was successfully inhibited, as revealed by RNA-seq and quantitative PCR (Fig. 2B and Additional file 1: Fig. S2), while the expression of *YBX2* and *YBX3* showed no statistical change in *YBX1* knockdown embryos at the 8-cell stage (Fig. 2C). Specifically, the percentage of blastocyst was significantly decreased in *YBX1* knockdown embryos compared to the controls (12.96 ± 1.51% vs. 41.39 ± 1.20%, p < 0.01; Fig. 2D, E). Moreover, embryos that blocked at the 2- and 4-cell stage were increased in *YBX1* knockdown embryos compared to the controls (Fig. 2F), suggesting essential roles of YBX1 during the early embryo development.

**Fig. 2:**
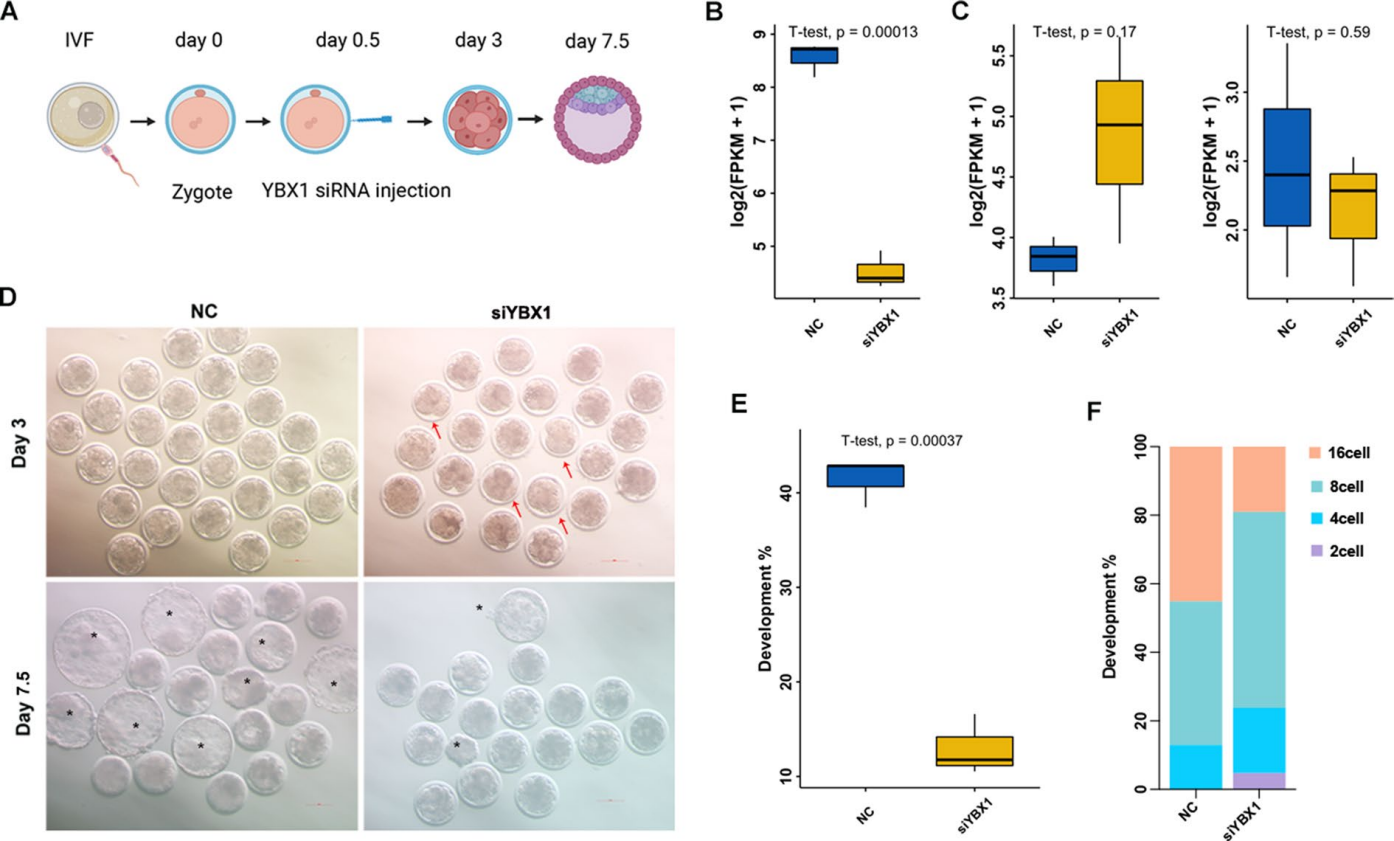
Knockdown of *YBX1* impeded the early embryo development in goat. **A** Schematic illustration of the knockdown experimental approach. **B** Characterization of *YBX1* expression at the 8-cell stage YBX1 knockdown embryos. **C** No statistical change of *YBX2* and *YBX3* at the 8-cell stage YBX1 knockdown embryos. **D** Representative images of *YBX1* knockdown and the control embryos at day 3 and day 7.5. The red arrow indicates developmental arrest embryos. The black asterisk indicates blastocysts. **E**, **F** Statistical analysis of embryos at day 7.5 and day 3 in *YBX1* knockdown embryos

### Knockdown of *YBX1* compromised the transcriptional activity during ZGA

To determine whether gene expression profiles correlated with the treatment, we analyzed RNA-Seq data by unsupervised hierarchical clustering. Embryos that clustered together were at the same group (Fig. 3A), and the fragments per kilobase of exon model per million mapped fragments (FPKM) value showed no significant change between YBX1 knockdown embryos and the controls (Additional file 1: Fig. S3), indicating good quality of RNA-seq data. 

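Over the 4500 genes of the deposited table with a mean FPKM of at least 1, the Euclidean distance between libraries on the log2(FPKM + 1) scale ranged from 52.3 to 71.9 among the 3 controls and from 53.0 to 56.6 among the 3 YBX1 knockdown libraries. The 9 distances between a control and a knockdown library ranged from 116 to 177. The mean distance between groups was 2.51 times the mean distance within groups, the largest ratio among the 10 ways of splitting the 6 libraries into equal groups (exact permutation test, one-sided, p = 0.1, the smallest p that this design allows). In hierarchical clustering with average linkage, the first division separated the controls from the knockdown libraries. Spearman's correlation between libraries, computed across genes, was 0.878 to 0.935 among the controls, 0.935 to 0.948 among the knockdown libraries and 0.445 to 0.740 between the groups. Control 3 was farther from controls 1 and 2 (64.5 and 71.9) than these were from each other (52.3), and it was the control nearest to each knockdown library. The choice that moved the ratio most was the use of 1 minus Spearman's correlation as the distance, which gave 5.36. These genes had been selected by the authors for differing between the groups, so the separation was built into the table. The FPKM distribution of all genes was not analysed here for the same reason.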

Using DESeq2, we obtained 5154 differentially expressed genes (DEGs). 

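In a recount from the deposited FPKM with limma, 4064 of the 4500 genes tested had a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change beyond 1 or -1. Of these, 2530 were lower and 1534 were higher in YBX1 knockdown embryos, and each had the direction of the call in the authors' deposited table. The other 654 genes of the table had a mean FPKM under 1, and the authors had called 580 of them down. Libraries of the 2 groups with the same replicate number deviated together from their group means, with a pooled correlation across genes of 0.115, and this was the highest of the 6 ways of pairing the libraries. With the replicate number as a block, 2542 genes were lower and 1535 were higher. Adjustment within a table of genes that had already been called is mild. When the p-values were adjusted for 17491 genes, a setting chosen after seeing the data because the p-values and adjusted p-values of the authors' deposited table imply this number, 2053 genes were lower and 1436 were higher. A mean FPKM of at least 5 moved the number of higher genes most, leaving 1771 lower and 1223 higher among 3265 genes tested. The choice with the largest effect on the number of lower genes was the scaling between libraries. Scaling each library by the median of its ratios to the geometric mean left 1348 genes lower and 1574 higher, quantile normalization left 1422 lower and 1590 higher, and an equal FPKM sum in each library left 1669 lower and 1571 higher. Each of these scalings could only be computed from genes the authors had called. The authors' scaling, recovered from their fold changes after seeing the data, went the other way, with 2886 genes lower and 1440 higher. In the authors' deposited table, the smallest absolute log2 fold change was 1.00 and the largest p-value was 0.0148.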

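Among the genes tested, those that the authors had called down had a median log2 fold change of -1.77 on the log2(FPKM + 1) scale (quartiles -2.51 and -1.26), and those called up had a median of 1.72 (quartiles 1.47 and 2.04). In the authors' deposited table, the medians were -2.93 for all genes called down and 1.71 for all genes called up. Every knockdown library lay below every control in 3113 genes (88.2% of those called down) and above every control in 1591 genes (98.0% of those called up), where chance gives 10% for separation in either direction in a gene that had not been selected. These genes were selected by the authors for differing between the same groups, so that neither this separation nor the shares of the fragments are independent of the calls. Genes called down took 44.9% ± 6.78 (SD, n = 3) of the fragments of a control library and 11.8% ± 1.76 (SD, n = 3) of those of a YBX1 knockdown library. Genes called up took 7.28% ± 2.63 (SD, n = 3) in the controls and 25.2% ± 1.32 (SD, n = 3) after knockdown. Both differences separated all libraries of the 2 groups, as far as 3 against 3 can show (exact permutation test, two-sided, p = 0.1, the smallest possible).

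**Figure D1:**
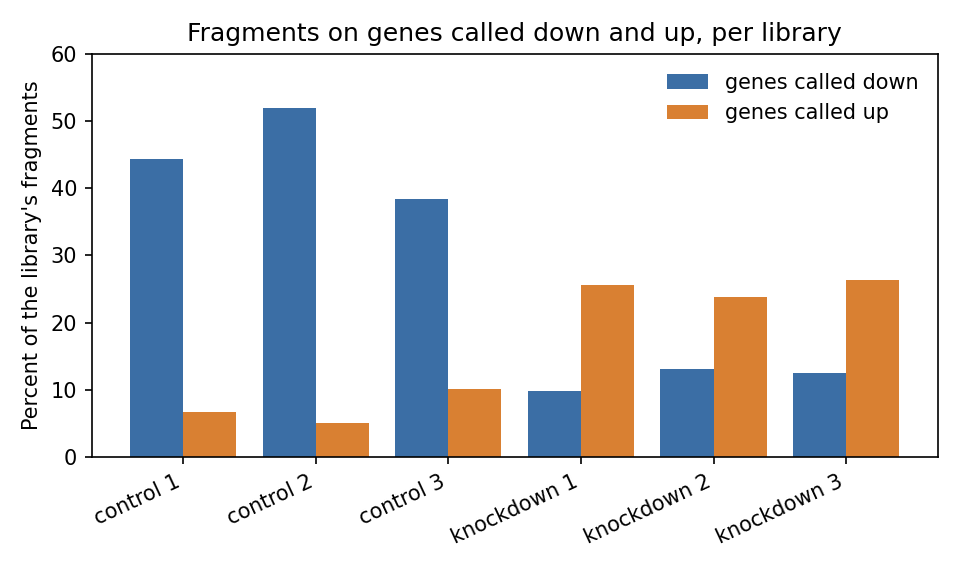
Share of the fragments of each library, in percent, that fell on genes the authors called down (blue bars) and up (orange bars), for the 3 controls and the 3 YBX1 knockdown libraries. Genes called down took 38.4% to 51.95% in the controls and 9.81% to 13.1% after knockdown, and genes called up took 4.99% to 10.2% and 23.8% to 26.3%.

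In 456 genes called down, every knockdown library held under 3 fragments, so that the size of their fitted fold changes is uncertain. The log2 fold changes of the authors' deposited table include a scaling between libraries that shifts the knockdown libraries against the controls by -0.31 on the log2 scale relative to FPKM. Without this scaling, the mean FPKM of 3358 of the 3531 genes called down was still lower after knockdown by more than 1 on the log2 scale, and that of all 1623 genes called up was higher by more than 1.
Among genes with a symbol whose libraries did not overlap between the groups, EIF1AD had the largest fall on the log2(FPKM + 1) scale, from 173 ± 38.4 FPKM in the controls to 7.07 ± 3.94 FPKM after knockdown (SD, n = 3 each). Its log2 fold change was -4.51 (standard error 0.44, adjusted p = 4.46e-05 from limma with Benjamini-Hochberg adjustment). DUSP11, RPS3A, CCNE1 and OSGEPL1 followed, with log2 fold changes of -4.38, -4.36, -4.21 and -4.19. The order depended on the pseudocount and on single libraries. RPS3A fell more than EIF1AD without control 3 and without knockdown library 3, and so did DUSP11 without knockdown library 3. With a pseudocount of 0.1 OSGEPL1 had -4.94 and EIF1AD -4.70. RPS3A encodes a ribosomal protein, and reads shared with near-identical copies of such a gene were not counted by the authors, which leaves its level uncertain. CCDC153 rose from 13.9 ± 8.60 FPKM to 112 ± 71.5 FPKM (SD, n = 3 each), a log2 fold change of 2.95 (standard error 0.59, adjusted p = 0.00134 from limma). PATL2, OMA1, PFDN1 and F2 rose by 2.63, 2.53, 2.53 and 2.41 on the log2 scale. With each library left out in turn, the log2 fold change of EIF1AD stayed between -4.88 and -4.26 and that of CCDC153 between 2.35 and 3.36. PATL2 rose more than CCDC153 without control 2 and without knockdown library 3, and so did OMA1 without knockdown library 3.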

Of which, 3531 genes were down-regulated, while 1623 genes were up-regulated at the 8-cell stage *YBX1* knockdown embryos compared to the controls (Fig. 3B-D, Additional file 2: Table S1), suggesting compromised transcriptional activity during ZGA by *YBX1* knockdown. We further performed 5-EU staining to confirm the notion. As expected, 5-EU was weakly stained in the 4-cell embryos, and markedly increased in the 8-cell embryos. However, in the 8-cell stage *YBX1* knockdown embryos, the level of 5-EU was decreased compared to the 4- and 8-cell embryos in the control group (p < 0.01, p < 0.001; Fig. 3E, F). In mice, ZGA initiates at the 2-cell embryos. The 5-EU was strongly stained at the 2-cell embryos, while the signal intensity of 5-EU was significantly decreased at 2-cell YBX1 knockdown embryos in mice (p < 0.001; Fig. 3G, H). These data suggest that knockdown of *YBX1* impaired transcriptional activity during ZGA in both goat and mice.

**Fig. 3:**
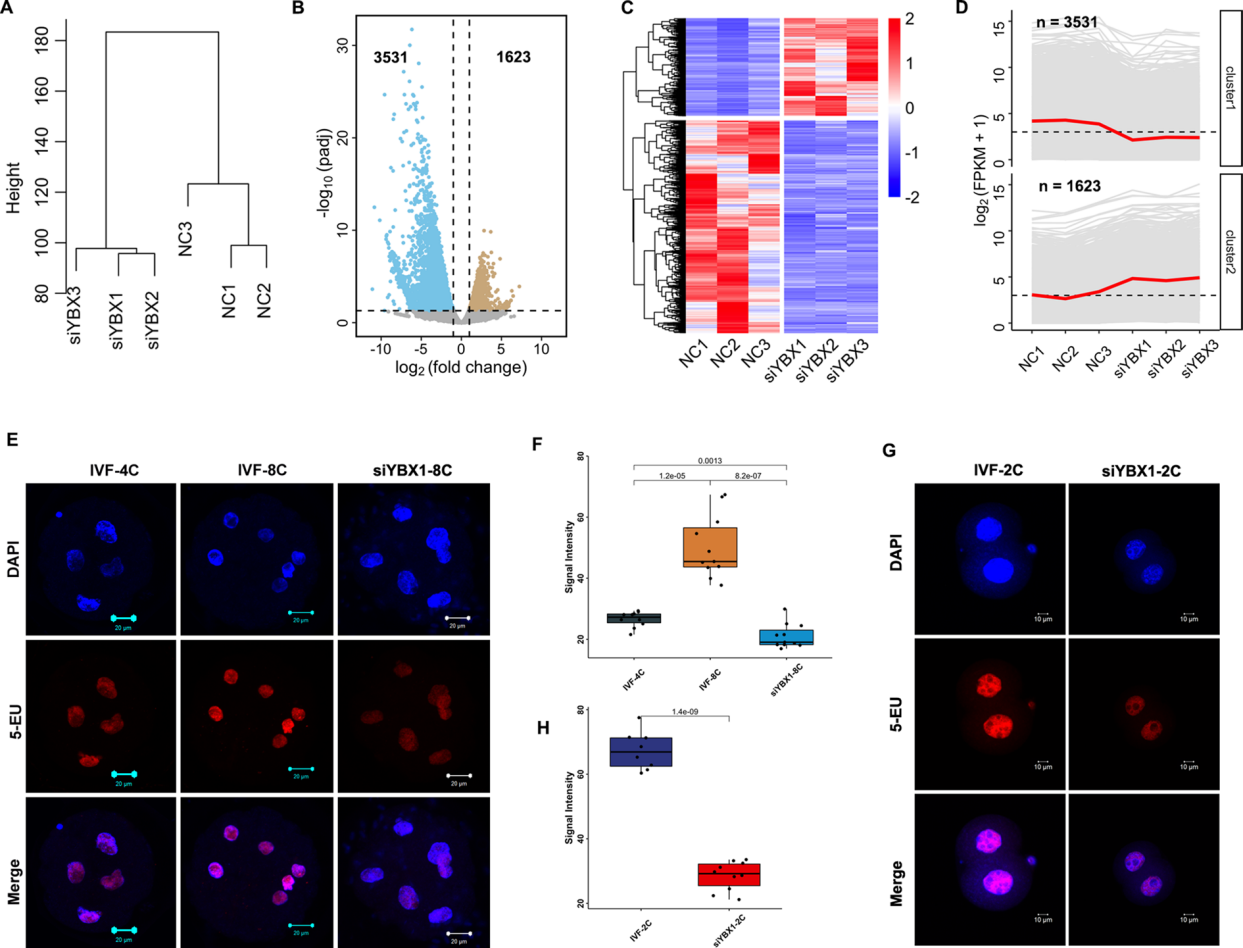
Knockdown of *YBX1* Compromised the transcriptional activity during ZGA. **A** Unsupervised clustering of genes in *YBX1* knockdown and the control embryos. **B** Volcano plot of gene expression after *YBX1* knockdown. **C** Heatmap of DEGs at the 8-cell stage *YBX1* knockdown embryos and the controls. **D** Two clusters of the DEGs. **E** Representative images 5-ethynyl uridine (5-EU, red) and DAPI staining (blue) at the 4- and 8-cell embryos, and the 8-cell stage *YBX1* knockdown embryos in goat. Scale bar = 20 μm. **F** Statistical analysis of 5-EU signal intensity in 4- and 8-cell embryos, and the 8-cell stage *YBX1* knockdown embryos in goat. Values are presented as mean ± SEM and compared using student’s t-test. **G** Representative images 5-EU (red) and DAPI staining (blue) at the 2-cell stage *YBX1* knockdown embryos and the controls in mice. Scale bar = 10 μm. **H** Statistical analysis of 5-EU signal intensity in 2-cell stage *YBX1* knockdown embryos and the controls in mice. Values are presented as mean ± SEM and compared using student’s t-test

It is important to know the pathway that genes were de-repressed and/or downregulated in knockdown experiments. As shown in Fig. 4A, the 1623 up-regulated genes were enriched in chromosomal region, DNA replication, meiotic cell cycle, ERBB signaling pathway, DNA geometric change, and DNA duplex unwinding as revealed by GO annotation. The 3531 down-regulated genes were enriched in RNA/mRNA/ncRNA metabolic process, ncRNA processing, regulation of mRNA metabolic process, methylation, RNA modification, RNA/mRNA splicing, and regulation of RNA/mRNA stability (Fig. 4B). KEGG analysis revealed that the down-regulated genes were enriched in RNA transport, spliceosome, and ribosome (Fig. 4C). To further confirm GO and KEGG annotation results, we performed GSEA analysis. As expected, the DEGs were enriched in ncRNA processing (p.adjust < 0.001), RNA methylation (p.adjust < 0.05), RNA methyltransferase activity (p.adjust < 0.05), RNA processing (p.adjust < 0.001), and spliceosome (p.adjust < 0.05; Fig. 3D, E). These data suggest that YBX1 regulate MZT by regulation of RNA splicing and RNA stability.

**Fig. 4:**
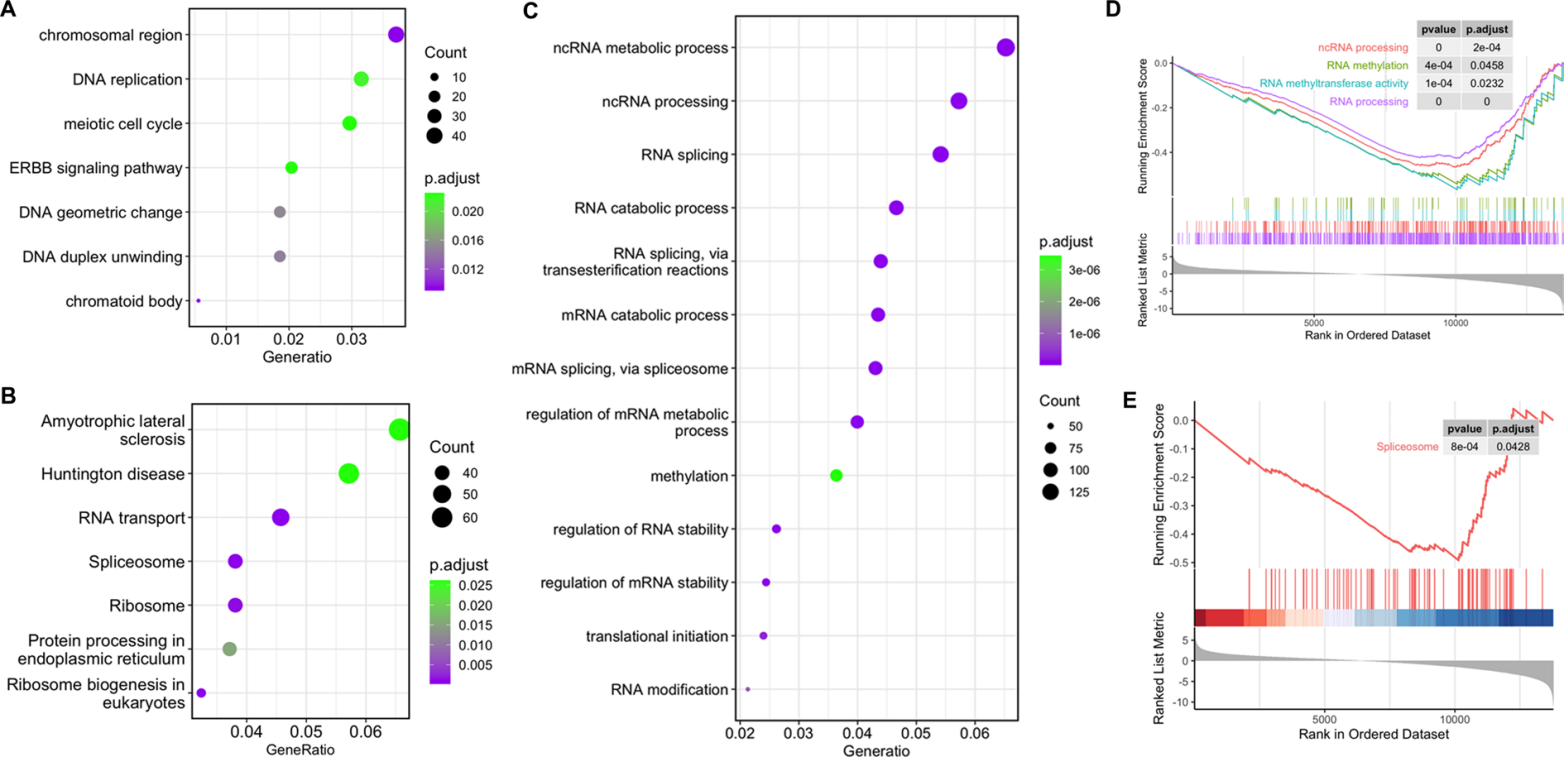
Enrichment analysis of DEGs in YBX1 knockdown embryos. GO enrichment of up-regulated **A** and downregulated **B** DEGs. **C** KEGG enrichment of all DEGs. **D** Enriched GO items revealed by GSEA. **E** Enriched KEGG items revealed by GSEA. *DEGs* differentially expressed genes

### *YBX1* regulates alternative splicing during MZT

Since the DEGs were enriched in spliceosome, we further investigated the AS events in the 8-cell stage *YBX1* knockdown embryos by analyzing the RNA-seq data. As shown in Fig. 5A, 18,001 skipped exon (SE), 195 retained intron (RI), 2768 mutually exclusive exons (MXE), 154 alternative 5`splice site (A5SS), and 230 alternative 3`splice site (A3SS) was identified at the 8-cell embryos. With the △PSI > 0.05 and the false discovery rate (FDR) < 0.05, we identified 3284 differential AS events. SE (76.52%), followed by MXE (21.29%) appears to be the most abundant differential AS events (Fig. 5B, Additional file 3: Table S2). For example, knockdown of *YBX1* promoted the sixth exon skipping in Breast Cancer Type 1 (BRCA1, Fig. 5C), but inhibited the ninth exon skipping in Eukaryotic Translation Initiation Factor 3 Subunit I (EIF3I, Fig. 5D), the eleven-exon skipping in Embryonic Ectoderm Development (EED, Fig. 5E), and the sixth exon skipping in Heterogeneous Nuclear Ribonucleoprotein M (HNRNPM, Fig. 5F).

**Fig. 5:**
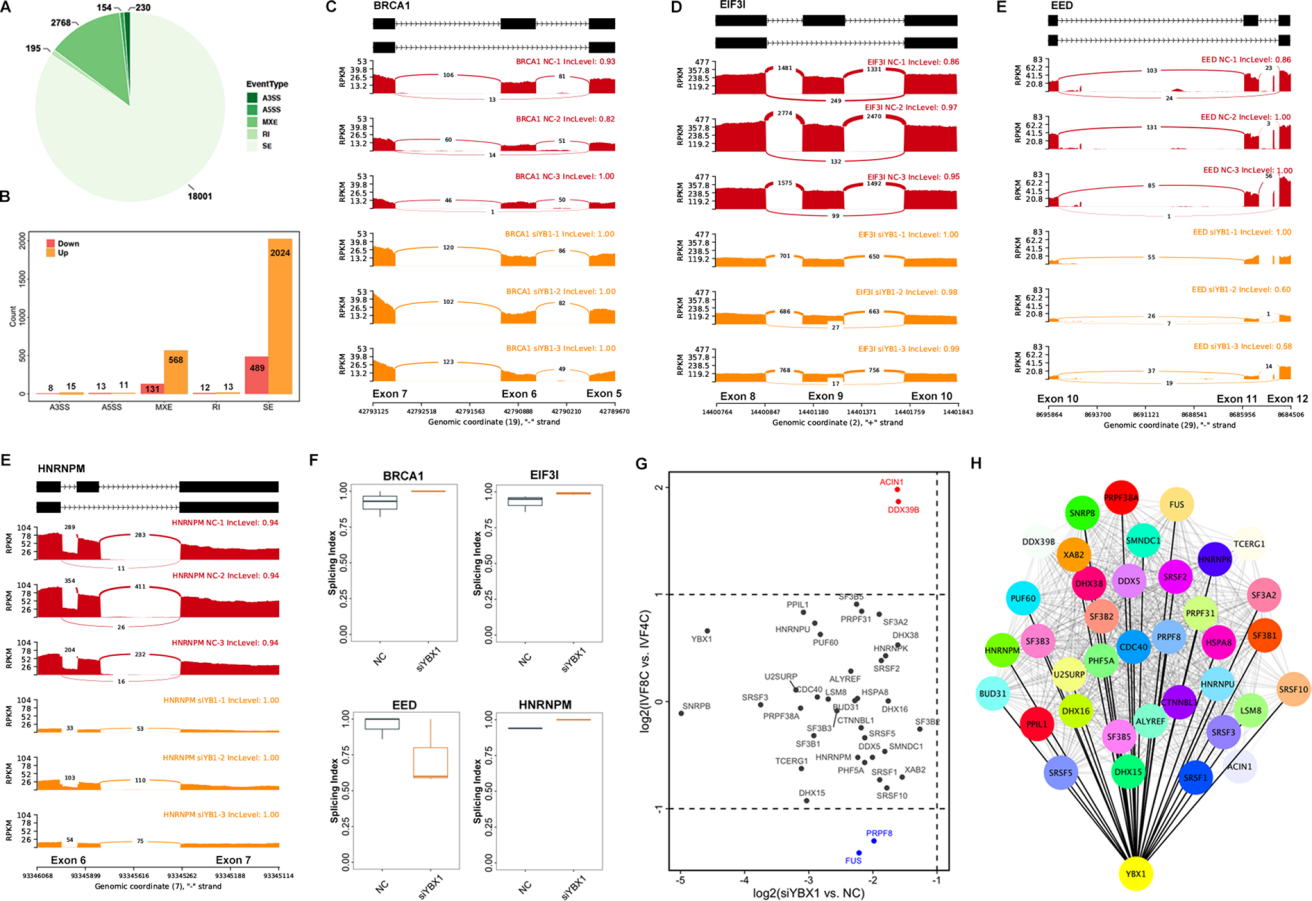
*YBX1* regulates alternative splicing during MZT. **A** Pie chart of alternative splicing events identified in the 8-cell stage *YBX1* knockdown embryos and the controls.** B** Differential alternative splicing after *YBX1* knockdown. **C**–**E** Exon skipping in the sixth exon of BRCA1, the ninth exon of EIF3I, the eleventh exon of EED, and the seventh exon of HNRNPM. **F** Boxplot of splicing index of the four genes. **G** Expression scatterplot showing down-regulation of splicing factors. **H** High correlation of *YBX1* with the splicing factors

Transcriptional profile of splicing factors and genes of spliceosome pathway was further characterized at the 8-cell stage *YBX1* knockdown embryos. During ZGA, Serine and Arginine Rich Splicing Factor (SRSF)1/2/3/10, Splicing Factor 3b Subunit (SF3B) 1/3/5, HNRNPM, HNRNPK, HNRNPU, DExD-Box Helicase 39B (DDX39B) showed no statistically changed. However, they were down-regulated in the 8-cell stage *YBX1* knockdown embryos compared to the controls (Fig. 5G). In addition, these genes were not only highly correlated with each other, but also predicted to be targeted with the YBX1 (Fig. 5H). 

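Of the 37 splicing factors drawn in Fig. 5G besides YBX1, 9 could be matched by symbol to the deposited table. All 9 were lower after knockdown, with a largest adjusted p of 0.0103 (limma with Benjamini-Hochberg adjustment over the 4500 genes tested). PRPF38A, U2SURP, LSM8, HNRNPM, DDX5, HNRNPK, SMNDC1 and DDX39B had log2 fold changes from -2.73 to -1.27 on the log2(FPKM + 1) scale. In each of the 9 genes every YBX1 knockdown library lay below every control (exact permutation test, p = 0.1 per gene, the smallest possible with 3 against 3). PRPF38A fell from 819.8 ± 286 FPKM (SD, n = 3) in the controls to 119 ± 26.5 FPKM (SD, n = 3), a log2 fold change of -2.73 (standard error 0.42, adjusted p = 0.000339 from limma). HNRNPM fell from 228 ± 49.03 FPKM to 61.0 ± 20.0 FPKM (SD, n = 3 each), a log2 fold change of -1.91 (standard error 0.40, adjusted p = 0.00171 from limma). HNRNPK fell from 67.1 ± 12.3 FPKM to 24.1 ± 10.8 FPKM (SD, n = 3 each), a log2 fold change of -1.52 (standard error 0.43, adjusted p = 0.00672 from limma). DDX39B had the smallest fall, from 49.3 ± 7.49 FPKM to 20.2 ± 5.72 FPKM (SD, n = 3 each). The lowest of the 9 genes still had 286 fragments in the knockdown library with the fewest, so that depth did not limit these comparisons.

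**Figure D2:**
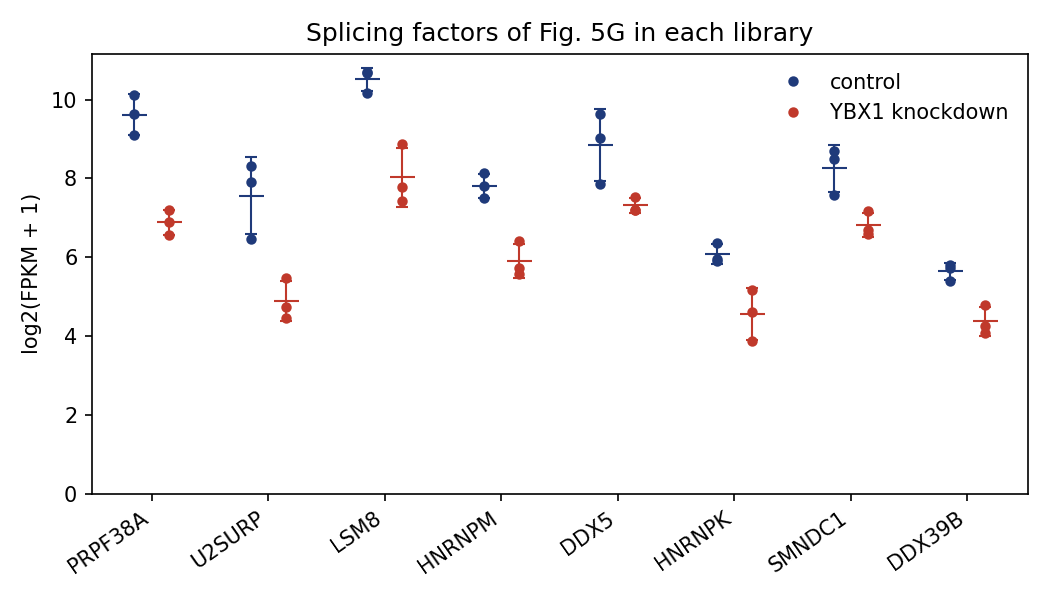
Expression of splicing factors of Fig. 5G as log2(FPKM + 1), one point per library, in the controls (blue) and after YBX1 knockdown (red), with the mean (horizontal line) and SD (bars) of the 3 libraries. The points of the 2 groups do not overlap in any gene drawn.

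All 9 genes passed the thresholds whether the p-values were adjusted over the table or over this list alone, and with the replicate number as a block. The list was drawn from the paper's own calls on these libraries. When each library was scaled to the same FPKM sum, 5 of the 9 genes still passed, and when it was scaled by the median of ratios, 4 did. Both scalings were computed from genes that the authors had mostly called down. They raised the log2 fold changes of the 9 genes by between 0.69 and 0.71 and by between 0.97 and 1.00. With the authors' scaling, recovered after seeing the data, all 9 passed. DDX5 did not pass when control 1 was left out, and DDX5, SMNDC1 and DDX39B did not pass after quantile normalization. From the differential AS events, the lower expression of these factors and their correlation with YBX1, the paper proposes that YBX1 takes part in regulating AS during MZT.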

Taken together, our data suggest that YBX1 was in regulation of AS during the MZT process.

### Knockdown of *YBX1* impairs maternal mRNA decay during MZT

To confirm YBX1 is associated with RNA stability, we established a highly correlated hub genes network. 

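Of the 50 genes drawn in the RNA stability network besides YBX1, 14 could be matched by symbol to the deposited table, and the authors had called all 14 down. With limma, 9 of them had an adjusted p under 0.05 and a log2 fold change below -1, and the same number passed when the p-values were adjusted over the 14 genes alone or when the replicate number was used as a block. EXOSC3 fell from 129 ± 86.7 FPKM in the controls to 16.4 ± 8.36 FPKM after knockdown (SD, n = 3 each), a log2 fold change of -2.76 (standard error 0.58, adjusted p = 0.00169 from limma). Among the N6-methyladenosine-related genes, YTHDF3 fell from 69.6 ± 26.3 FPKM to 17.3 ± 5.50 FPKM (SD, n = 3 each), a log2 fold change of -1.92 (standard error 0.43, adjusted p = 0.00219 from limma). The proteasome genes PSMD6 and PSMC2 had log2 fold changes of -1.55 (adjusted p = 0.00406 from limma) and -1.37 (adjusted p = 0.0102 from limma). PSMC2 did not pass when knockdown library 2 was left out or after quantile normalization. RC3H1 and XPO1 had log2 fold changes of -2.57 and -2.15. With a pseudocount of 0.1 that of RC3H1 was -2.96 and that of EXOSC3 -2.84, and without control 3 they were -3.07 and -2.25. The 5 genes that did not pass were PSMD8, PABPC1, PSMB4, FXR1 and HNRNPD, with log2 fold changes from -1.00 to -0.71. In PSMD8, PABPC1 and FXR1 the ranges of the 2 groups overlapped. Scaling each library by the median of ratios raised the log2 fold change of all 14 genes by between 0.84 and 1.00. With this scaling 3 of them passed, XPO1 did not pass although its log2 fold change was -1.17, and those of PABPC1, PSMB4, FXR1 and HNRNPD came to lie above 0. With an equal FPKM sum 7 of the 14 genes passed, without PSMD6 and PSMC2, and the log2 fold change of HNRNPD was 0.0051. These scalings were computed from genes that the authors had mostly called down. The correlation of these genes with each other across embryos could not be tested, because each group had 3 libraries and the groups formed separate clusters.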

As shown in Fig. 6A, the N6-methyladenosine-related genes (YTHDF2/3, METTL3, and IGF2BP1), Proteasome (Prosome, Macropain) 26S Subunit (PSM) family, Heterogeneous Nuclear Ribonucleoprotein (HNRNP), Decapping mRNA 1A (DCP1A), and DCP2 were highly correlated. Moreover, EIF4G1, HNRNPD, HNRNPM, HNRNPR, HNRNPU, and IGF2BP1 were predicted to target with YBX1 directly (Fig. 6A). The expression of *ZFP36* (p < 0.01), *YTHDF2* (p < 0.05), *IGF2BP1* (p < 0.01), *EIF4G1* (p < 0.01), *HNRNPM* (p < 0.01), *HNRNPU* (p < 0.01), *DCP1A* (p < 0.05), *DCP2* (p < 0.001), and *METTL3* (p < 0.05) were significantly decreased in *YBX1* knockdown embryos at the 8-cell stage compared to the controls (Fig. 6B), suggesting that YBX1 might regulate mRNA decay during MZT.

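Of these 9 genes, DCP2, HNRNPM and DCP1A could be matched by symbol to the deposited table, and all 3 were lower after knockdown. DCP2 fell from 261 ± 79.98 FPKM (SD, n = 3) in the controls to 50.9 ± 14.2 FPKM (SD, n = 3), a log2 fold change of -2.32 (standard error 0.41, adjusted p = 0.000720 from limma with Benjamini-Hochberg adjustment). DCP1A fell from 107 ± 17.8 FPKM (SD, n = 3) to 32.0 ± 7.12 FPKM (SD, n = 3), a log2 fold change of -1.72 (standard error 0.38, adjusted p = 0.00221 from limma). On the scale of Fig. 6B, the median log2(FPKM + 1) of DCP2 was 8.07 in the controls and 5.57 after knockdown, that of HNRNPM was 7.803 and 5.73, and that of DCP1A was 6.703 and 5.05. Every knockdown library lay below every control in each of the 3 genes (exact permutation test, p = 0.1 per gene, the smallest possible). With each library left out in turn, the log2 fold change stayed between -2.57 and -2.11 for DCP2 and between -1.87 and -1.56 for DCP1A, and all 3 genes passed the thresholds in every such fit. With each library scaled by the median of ratios, only DCP2 passed. That scaling was computed from genes that the authors had mostly called down. It raised the log2 fold change of the 3 genes by between 0.98 and 0.99. All 3 passed with an equal FPKM sum, with quantile normalization and with the authors' scaling, which was recovered after seeing the data. ZFP36, YTHDF2, IGF2BP1, EIF4G1, HNRNPU and METTL3 had no symbol paired with an identifier of the table and were not analysed here.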

**Fig. 6:**
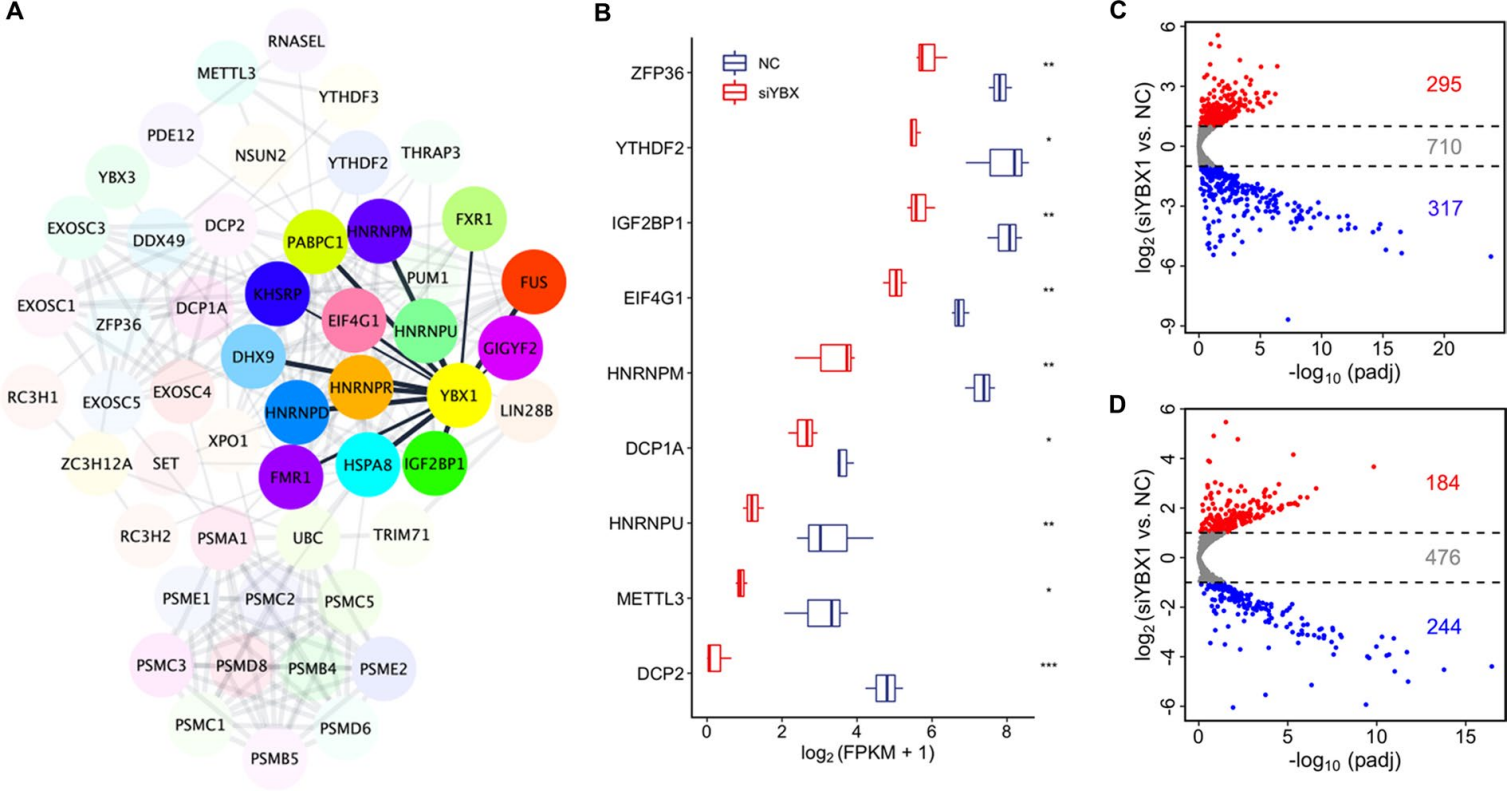
Knockdown of *YBX1* impairs maternal mRNA decay during MZT. **A** High correlation of *YBX1* with the mRNA stability related genes. **B** Boxplot showing down-regulation of critical mRNA stability related genes. **C** Volcano plot of M-decay maternal mRNAs at the 8-cell stage *YBX1* knockdown embryos. **D** Volcano plot of Z-decay maternal mRNAs at the 8-cell stage *YBX1* knockdown embryos

We further analyzed the expression of maternal mRNAs in *YBX1* knockdown embryos. There were 1322 M-decay genes expressed in both the knockdown and the NC group. Of which, 295 maternal genes were up-regulated, while 317 maternal genes were down-regulated in *YBX1* knockdown embryos at the 8-cell stage compared to the controls (Fig. 6C). As for the Z-decay genes, 904 genes were detected in the RNA-seq data. In the 8-cell stage *YBX1* knockdown embryos, the expression of 184 Z-decay genes was increased, while the expression of 244 Z-decay genes was decreased compared to the controls (Fig. 5D). Taken together, these data suggested that knockdown of *YBX1* impaired the maternal mRNA decay.

## Discussion

YBX1 serves an important role in translation, RNA stabilization, and transcriptional regulation in cell culture systems. In the present study, we found knockdown of *YBX1* impede the pre-implantation in goat. We further reported that YBX1 regulates alternative splicing, maternal mRNA decay, and transcriptional activity during MZT. Consistent with the previous studies that YBX1 is enriched in oocytes of Xenopus and primate [13, 16], *YBX1* were highly expressed in the mature oocytes in goat, bovine, mice, and human, with the FPKM > 5, in the present study. Moreover, the expression of *YBX1* was further increased after fertilization, specifically during the MZT process, which is in line with the data of Georgia et al. [28]. Thereby, YBX1 might play conserved roles during the early embryo development. To this end, we found high homology of the protein sequence of YBX1 among goat, bovine, mice, and human.

We show that YBX1 is related to the maternal mRNA degradation. Supporting this finding, YBX1 in transcription regulation has been reported in cell culture system [29]. Consistently, the dysregulation of several mRNA decay related genes was found in the 8-cell stage YBX1 knockdown embryos. mRNA decapping is the ultimate step before rapid clearance of the mRNA and the decapping reaction is catalyzed by a multi-protein complex formed by the DCP2 catalytic subunit and its DCP1 cofactor [7]. Therefore, the down-regulation might impair the mRNA decay process. mRNA stability was also regulated by m6A. The m6A reader IGF2BP1 and YTHDF2 have been reported to regulate the early embryo development [9, 10, 30], while the m6A methyltransferase METTL3 was essential for fertility [31]. The down-regulation of *METTL3*, *IGF2BP1*, and *YTHDF2* might impede the early embryo development. Taken together, YBX1 might affect the maternal mRNA degradation through m6A. Indeed, a recent study reported that YBX1 is required for maintaining myeloid leukemia cell survival by regulating BCL2 stability in an m6A-dependent manner [15]. It will be of interest to investigate the correlation of YBX1 and m6A during the pre-implantation development. The transcriptional activity was inhibited when YBX1 was knocked down, which could be explained by the fact that ZGA occurs after maternal mRNA degradation, the impaired mRNA decay might lead to the transcriptional activity failure.

In addition, YBX1 represses global translation during oocyte maturation and the MZT process in zebrafish [14]. Consistent with the data, we found that targeting YBX1 impairs the goat MZT in vitro. We could not determine the dynamic changes of the translation due to the limited embryo samples. Nevertheless, using bioinformatic analysis, YBX1 was predicted to cross-talk with EIF4G1, which was down-regulated at the 8-cell stage YBX1 knockdown embryos. Previous studies revealed that EIF4G is the major scaffolding protein in the translation initiation complex [32], and YBX1 displaces EIF4G from capped and uncapped transcripts through its C terminal domain [29]. Therefore, YBX1 might target the EIF4G1 to medicate the translation during the MZT in goat.

AS plays a critical role in the regulation of gene expression and protein diversity in a variety of eukaryotes. Previous studies revealed that major wave of AS switches around MZT and there was relationship between the AS events and the gene transcription during MZT in mice [26, 27]. Consistent with these data, we identified 21,348 AS events and 3284 differential AS events in the present study. Specifically, AS events occur in exons of BRCA1 and EED. Consistently, AS of these genes have been reported in cancer cells [33, 34]. Given that EED and BRCA1 is required for the early embryo development [35, 36], the differential AS in exons of BRCA1 and EED might lead to abnormal development of pre-implantation. In addition, we found that YBX1 medicates the AS events in the early embryo development. Supporting this finding, Jayavelu et al. reported that knockdown of YBX1 promotes RI events in mouse JAK2VF cells [37]. In the present study, targeting of YBX1 promotes SE and MXE events at the 8-cell stage *YBX1* knockdown embryos. Thereby YBX1 might medicate the pre-implantation development by regulation of AS in exons of critical genes.

## Conclusions

Our results identify that YBX1 is essential for the early embryo development. We further reported that YBX1 serves an important role in maternal mRNA degradation, alternative splicing, and the transcriptional activity. These data will advance the current understanding of YBX1 functions during the MZT process.

## Methods

### In vitro fertilization

In vitro maturation (IVM) was performed as previously described [38]. Briefly, cumulus-oocyte complexes (COCs) with more than two layers of compact cumulus cells and a dense, homogeneous cytoplasm were obtained and cultured in groups of 20 in 60-μL droplets of IVM medium at 38.5 °C, with 5% CO_2_, 95% air, and saturated humidity, for 22–24 h. Subsequently, in vitro fertilization (IVF) was performed as previously described [10]. After culturing for 16 h at 38.5 °C, with 5% CO_2_, 5% O_2_, 90% N_2_, and saturated humidity, the zygotes were collected for knockdown experiment. Mice IVF were performed as described in our previous study [39].

### Expression of YBX family during goat, bovine, human, and mice MZT

RNA sequencing (RNA-seq) data of goat (PRJNA543590), bovine (GSE59186), human (GSE36552), and mice (GSE98150) were downloaded from Gene Expression Omnibus. Gene expression was normalized with fragments/reads per kilobase of exon model per million mapped fragments (FPKM/RPKM).

### Knockdown of *YBX1*

As goat *YBX1* shared high homology with that of bovine, human, and mice (Additional file 1: Fig. S1), we obtained the sequence of small interfering RNA (siRNA) against YBX1 from a previous study [40], and synthesized at GenePharma (Shanghai, China). In general, 5–10 pL of 20 µM siRNAs targeted *YBX1* were microinjected into the cytoplasm of zygotes. The MISSION siRNA universal negative control was served as a negative control (NC) for knockdown experiment. Goat microinjected zygotes were cultured as described in our previous study [41]. Development status was determined at 72 and 168 h after microinjection. Embryos were collected at 72 h after microinjection for RNA-seq.

### Gene expression analysis

Gene expression analysis was performed as described in our previous study [10]. Briefly, cDNA was synthesized using cellAmp whole transcriptome amplification kit (Takara, Dalian, China) following the manufacturer’s instruction, and quantitative PCR was performed on an ABI 7300 Real-Time PCR System. Relative mRNA expression was normalized to *Gapdh* and calculated using the 2^−ΔΔCt^ method. Primers are shown in Additional file 4: Table S3.

### RNA library construction and sequencing

To profile RNA expression in the 8-cell stage *YBX1* knockdown embryos and the controls, 30 of each (in 3 replicates) were pooled and directly lysed. RNA libraries were constructed using the Smart-seq2 method. Then, cDNA was fragmented by dsDNA fragmentase (M0348S, NEB) by incubating at 37 °C for 30 min, and size selection was performed with provided sample purification beads, then the fragmented cDNA at the size of 150–300 bp was used for library construction. Followed by paired-end sequencing on an illumina Novaseq 6000 platform (LC bio, Hangzhou, China).

### Read alignment and differential expression analysis

Quality control was performed to remove adaptors and low-quality bases using fastp (v0.19.6). All reads that passed quality control were mapped to goat genome ARS1 using HISAT2 (v2.2.1) with default settings. Uniquely mapped reads were subsequently assembled into transcripts guided by the reference annotation using featureCounts (v2.0.1). Differential expression analysis was performed using DESeq2 (v3.11). Genes with log 2 (fold change) > 1 or < -1 and with p-value < 0.05 were deemed as DEGs.

### GO, KEGG, and GSEA analysis

Gene Ontology (GO) annotation and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses of upregulated and downregulated DEGs were conducted separately using clusterProfiler R package (v3.12.0). GO and KEGG terms with an FDR adjust p-value < 0.05 were deemed statistically significant. Gene Set Enrichment Analysis (GSEA) of all DEGs were performed with clusterProfiler and enrichplot R package (v1.10.2). The minimal and maximal size of each geneSet and pvalue cutoff were set to 10, 1000, and 0.05, respectively.

### Series test of cluster analysis

To classify the stage-specific gene expression, we performed k-means clustering on DEGs in *YBX1* knockdown and the control embryos (k = 2) as described in our previous study [42].

### 5-EU incorporation assay

Newly synthesized mRNA was detected as previously described [38]. Briefly, embryos were placed in BO-IVC medium containing 2 mM 5-EU for 2 h at 38.5 °C, followed by fixing in 4% paraformaldehyde for 30 min, permeabilizing in 0.5% Triton X-100 for 10 min, incubation with Apollo reaction cocktail for 30 min, and permeabilizing in 0.5% Triton X-100 for another 10 min at room temperature. After staining with DAPI for 3 min, the embryos were mounted on glass slides with a drop of antifade mounting medium (Beyotime, Beijing, China). Imaging was obtained using LSM710 laser scanning confocal microscope (Carl Zeiss, Oberkochen, Germany), and signal intensity was assessed with ImageJ software (v1.52a).

### Differential alternative splicing identification

The improvement of single cell RNA-seq technology and computational analysis have facilitated comprehensive analysis of AS in single cells. Using the bam files generated in RNA-seq data analysis, we identify the different types of AS events using the rMATS (v4.1.1). Cutoffs of FDR and inclusion level difference [△percent spliced index (PSI)] at 0.05 were used to screen for statistically significant differential AS. The AS genes were visualized with rmats2sashimiplot (v2.0.4).

### Data visualization and statistical analysis

R programming language was mainly used in statistical analysis (student’s t test) and data visualization. Heatmap and boxplot of volcano, gene expression, GO, KEGG, and signal intensity were generated using R package pheatmap (v1.0.12) and ggplot2 (v3.3.2), respectively. Clustering analysis was performed using hclust, using average method.

## Supplementary Information

**Additional file 1: Figure S1. **High homology of YBX1 protein sequence among goat, bovine, mice, and human. **Figure S2.** The expression of YBX1 was successfully knocked down at the 8-cell stage embryos compared to the controls, as revealed by quantitative PCR. Student’s t test, **p < 0.01. **Figure S3.** Boxplot revealed no significant change of all genes’ FPKM between YBX1 knockdown embryos and the controls.

**Additional files 2: Table S1. **Differentially expressed genes at the 8-cell stage YBX1 knockdown embryos.

**Additional files 3: Table S2. **Differential alternative splicing events between the 8-cell stage YBX1 knockdown embryos and the controls.

**Additional file 4. Table S3. **Details of primer sequences, expected product size, and annealing temperature (Tm, °C) of genes used for quantitative PCR.

## Data Availability

The accession number of the RNA-seq data reported in this paper is GEO: GSE182908.

# Supplementary material for: YBX1 mediates alternative splicing and maternal mRNA decay during pre-implantation development
**Source:** Cell Biosci. 2022 Feb 2;12:12. doi: 10.1186/s13578-022-00743-4
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. High homology of YBX1 protein sequence among goat, bovine, mice, and human. Figure S2. The expression of YBX1 was successfully knocked down at the 8-cell stage embryos compared to the controls, as revealed by quantitative PCR. Student’s t test, **p < 0.01. Figure S3. Boxplot revealed no significant change of all genes’ FPKM between YBX1 knockdown embryos and the controls.

**
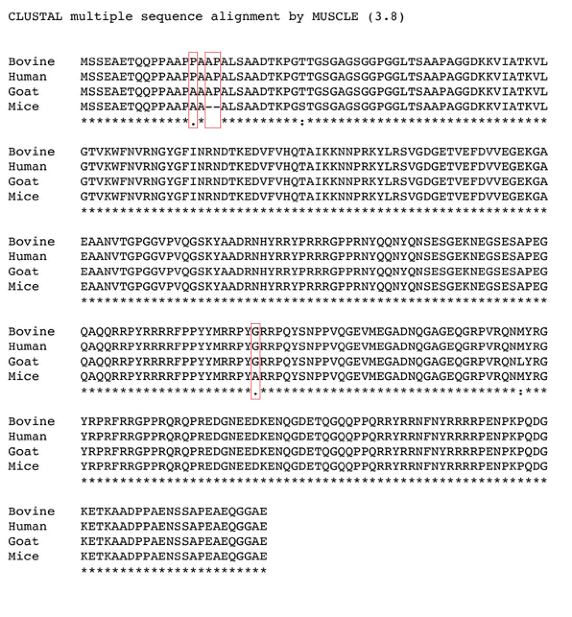
Additional file 1: Figure S1.** High homology of YBX1 protein sequence among goat, bovine, mice, and human.

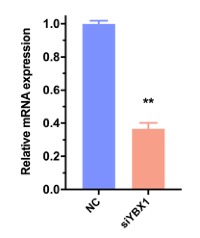
 **Additional file 1: Figure S2.** The expression of YBX1 was successfully knocked down at the 8-cell stage embryos compared to the controls, as revealed by quantitative PCR. Student’s t test, ** p < 0.01.

**Additional file 1: Figure S3** Boxplot revealed no significant change of all genes’ FPKM between YBX1 knockdown embryos and the controls.

# Supplementary material for: YBX1 mediates alternative splicing and maternal mRNA decay during pre-implantation development
**Source:** Cell Biosci. 2022 Feb 2;12:12. doi: 10.1186/s13578-022-00743-4
**Supplement:** Supplementary file 4 — Additional file 4. Table S3. Details of primer sequences, expected product size, and annealing temperature (Tm, °C) of genes used for quantitative PCR.

**Additional file 4: Table S3. Details of primer sequences, expected product size, and annealing temperature (Tm, °C) of genes used for quantitative PCR.**

| *Target gene* | Primer sequence (5‘-3’) | Product size (bp) | Accession number | Tm (°C) |
| --- | --- | --- | --- | --- |
| *YBX1* | F-CCCCAGGAAGTACCTTCGC  R-AGCGTCTATAATGGTTACGGTCT | 158 | XM_018042673 | 59.4 |
| *Gapdh* | F-CGACTTCAACAGCGACACTCAC  R-CCCTGTTGCTGTAGCCCAATTC | 118 | NM_001034034 | 58.0 |

How the deposited data were processed for this re-analysis (not part of the article)

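RNA was measured in 6 libraries of goat 8-cell embryos collected 72 h after microinjection, 3 from embryos that received siRNA against YBX1 and 3 from embryos that received a negative control siRNA. Libraries were assigned to groups and replicate numbers by their titles, which match the column names of the deposited table and of Table S1. The 1999 rows of Table S1 that were given here matched the deposited table.

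The authors made Smart-seq2 libraries, sequenced paired ends, trimmed reads with fastp, aligned them to the goat genome ARS1 with HISAT2 and counted uniquely mapped reads with featureCounts. The authors deposited one table of FPKM values, in which each count was divided by the length of the gene and the total of the library. The paper defines this unit, and its text does not name the tool that computed it. The same table holds the log2 fold change of each gene on the scale of the authors' DESeq2 comparison, and the p-value and adjusted p-value that the authors obtained from it. All 5154 genes of the deposited table had an adjusted p-value under 0.05 and an absolute log2 fold change above 1, while the methods state a p-value under 0.05. The table therefore holds the genes called by the authors, 3531 down and 1623 up, and nothing else.

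The fragments behind each FPKM value were recovered from the steps between low values, as the gene lengths and library totals that make every value a whole number of fragments. All 5154 genes gave whole numbers, the largest distance from a whole number was 0.00063, and between 48.5% and 50.9% of the counts up to 1000 in a library were multiples of 2, between 31.6% and 34.1% of 3, between 18.3% and 20.5% of 5 and between 12.5% and 14.3% of 7, where chance gives 50%, 33.3%, 20% and 14.3%. The totals had no common divisor above 1, and neither had the lengths. On simulated data with 1491 genes and known totals, 6 of 6 totals and 99.2% of the counts were recovered. The totals lay between 10354990 and 12688297 fragments. Recovered fragments were used for depth, floors (3 fragments) and shares, not for a test. Scaling factors that turn the FPKM into the fold changes of the authors' deposited table were fitted by least squares over 4137 genes with a value in every library (median absolute residual 0.00091 on the log2 scale, largest 0.031).

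Expression was compared with limma 3.58.1 in R 4.3.3, using lmFit and eBayes with an intensity trend on log2(FPKM + 1), over genes with a mean FPKM of at least 1, with Benjamini-Hochberg adjustment over the 4500 genes tested. Genes were counted as changed with an adjusted p under 0.05 and a log2 fold change beyond 1 or -1. On simulated fragments for the real genes with 200 changed genes, the fit called 200 of them and 1 unchanged gene at a dispersion of 0.05, and 165 of them and 13 unchanged genes at a dispersion of 0.2. The simulated changes exceeded the fold change minimum, went up as often as down, and fell on genes with a control mean FPKM of at least 5. In the deposited table every gene had been called and most were down, so the simulation does not show how the fit fares there. With 3 libraries in each group, an exact permutation test cannot give a p under 0.1. Distances, clustering and permutations were computed with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and pictures were drawn with matplotlib 3.10.9.

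The tests had been planned for a table of all genes. On a table of called genes only, adjusted p-values, enrichments and the split between lower and higher genes are shaped by the selection, so the counts describe how the authors' calls fare on the FPKM scale and are no independent check of them. The planned comparison of FPKM levels over all genes and the tests of YBX1, YBX2 and YBX3 were left out. Symbols came from the 1130 identifiers paired with a symbol in the 1999 skipped exon events of Table S2 that were given here, which are not all of its events. They name 456 genes of the table (8.8%), far from the 80% set as the minimum, so gene family tests were left out. The reference annotation in hand has another assembly version and no Ensembl identifiers, and was not used. Alternative splicing events were not recomputed, since the table holds none. The M-decay and Z-decay genes were not analysed here because their lists are not given in the paper's text.

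Genes with values in the text are those the paper names or draws for this experiment and that could be matched by symbol. The 5 largest rises and 5 largest falls among genes with a symbol, an adjusted p under 0.05 and no overlap between the groups were added. A splicing factor that enters the counts is not reported here by name. The pairing of replicate numbers comes from the library titles, and the paper does not describe it. The alternatives set before the data were examined were a pseudocount of 0.1, no filter on low FPKM, a mean FPKM of at least 5, scaling to an equal FPKM sum, median of ratios scaling, quantile normalization, each library left out in turn, the replicate number as a block, eBayes without trend, unadjusted p-values and no fold change minimum, and, for clustering, Spearman's correlation and complete linkage. A further pair was chosen after seeing the data: the authors' scaling, recovered from their fold changes, and an adjustment over the 17491 genes that their adjusted p-values imply.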

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

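The genes tested had been selected by the authors for their change, so that the same direction under other settings shows no stability, while the number of genes lower in YBX1 knockdown depended on the scaling between libraries. Apart from 3 scalings between libraries, the alternatives kept the number of lower genes within 1.5 times the reported 2530, and all 18 kept the number of higher genes within 1.5 times the reported 1534. The number of lower genes was 1669 with each library scaled to the same FPKM sum, 1348 with median of ratios scaling and 1422 with quantile normalization, all of them among the 2530. Under these 3 scalings the higher genes numbered 1571, 1574 and 1590, so that lower genes made up 51.5%, 46.1% and 47.2% of the changed genes instead of 62.3%. They moved the median log2 fold change of the tested genes by 0.59, 0.85 and 0.75. These scalings were computed from the genes of the table, most of which had been called down. The authors' scaling, recovered from their fold changes after seeing the data, moved the median the opposite way, by -0.24.

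Among the splicing factors of Fig. 5G, the number that passed fell from 9 to 5 with an equal FPKM sum and to 4 with median of ratios scaling. With the authors' scaling it stayed at 9. Among the stability genes of Fig. 6A, 9 of 14 passed, 7 with an equal FPKM sum, 3 with median of ratios scaling and 14 with the authors' scaling, which was recovered after seeing the data. Among the decay genes of Fig. 6B, 3 passed, 1 with median of ratios scaling and 3 with an equal FPKM sum, quantile normalization or the authors' scaling. EIF3I, which the paper names for exon skipping, passed with a log2 fold change of -1.26 (adjusted p = 0.00804 from limma). With an equal FPKM sum, median of ratios scaling or quantile normalization, EIF3I did not pass. Median of ratios scaling raised the log2 fold change of the 34 named genes by between 0.79 and 1.00 and an equal FPKM sum by between 0.53 and 0.71. Most of the genes that no longer passed came to lie above -1, while XPO1 stayed at -1.17 with median of ratios scaling and did not pass.

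Across the 6 fits that each left out one library, the genes lower numbered from 2193 to 2556 and the genes higher from 1431 to 1534. The splicing factors of Fig. 5G that passed numbered from 8 to 9, the stability genes of Fig. 6A from 8 to 11, and the decay genes of Fig. 6B 3 in each fit. The ratio of distances between and within groups was from 2.32 to 2.92 across these fits, against 2.51 with all libraries, and between 2.32 and 5.36 over every alternative tried for it. The first division of the libraries separated the groups in each of them. The genes had been selected for differing between the groups, so this shows no stability.

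With the replicate number as a block, 2542 genes were lower, of which 2517 were among the 2530, and 1535 were higher. The same 0.115 correlation of paired deviations was the highest of the 6 possible pairings, which chance gives in 1 of 6. The named splicing, stability and decay genes kept their calls, 9, 9 and 3, under the replicate block.

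For the 34 named genes, 569 of 612 gene-by-alternative results kept direction and side of the threshold, 25 were weaker and 12 were stronger. The 6 results that changed sign all came from scaling. With median of ratios scaling the log2 fold change was 0.049 for EED, 0.27 for FXR1, 0.29 for HNRNPD, 0.089 for PABPC1 and 0.17 for PSMB4, and with an equal FPKM sum it was 0.0051 for HNRNPD. The 5 genes that changed sign with median of ratios scaling moved by between 0.98 and 1.00 and HNRNPD moved by 0.71 with an equal FPKM sum, within the shift of the other named genes, so the sign changes came from that shift.

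With both chosen after seeing the data, the authors' scaling gave 2886 lower and 1440 higher genes, and adjustment over the 17491 genes implied by their adjusted p-values gave 2053 and 1436. The planned results for YBX1, YBX2 and YBX3, the FPKM level per library over all genes, and the gene families were not run under any setting, for lack of symbols and of genes without a call.

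Depth limits genes with few fragments. In 456 genes called down every knockdown library held under 3 fragments, and in 42 genes called up every control did. The size of these fitted changes is therefore uncertain.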

Differences from the paper's values

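The median log2(FPKM + 1) of 3 genes differed from Fig. 6B. For DCP2, it was 8.07 in the controls and 5.57 after YBX1 knockdown, against the paper's medians of about 4.8 and about 0.1 in Fig. 6B, read by eye. For DCP1A, it was 6.703 and 5.05, against the paper's about 3.5 and about 2.7 in Fig. 6B, read by eye. For HNRNPM after knockdown it was 5.73, against the paper's about 3.7 in Fig. 6B, read by eye, and in the controls it was 7.803, against the paper's about 7.4 in Fig. 6B, read by eye, which was less than 1.5 times apart. For DCP2 and DCP1A in both groups and for HNRNPM after knockdown, none of the 10 alternatives set before the data were examined that bear on these medians closed the gap, and neither did the authors' scaling, which was recovered after seeing the values. The medians computed here for HNRNPM, DCP2 and DCP1A were close to the boxes that Fig. 6B draws beside other genes, namely about 7.8 and about 5.7 in Fig. 6B beside ZFP36, about 8.1 and about 5.6 in Fig. 6B beside IGF2BP1, and about 6.7 and about 5.0 in Fig. 6B beside EIF4G1, all read by eye.

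The log2 fold change of DDX39B was -1.27, against the paper's about -1.6 in Fig. 5G, read by eye, and the difference was larger than the replicate SD of 0.31. With a pseudocount of 0.1, without control replicate 3 and without YBX1 knockdown replicate 3, 3 of the 16 alternatives set before the data were examined, it no longer differed, nor did it with the authors' scaling, which was chosen after seeing the values. With the others it did. With all libraries and no other scaling, the other splicing factors named in the table did not differ from Fig. 5G by more than the replicate SD, and with an equal FPKM sum, median of ratios scaling or quantile normalization all 9 did. Some of these others lay farther from the drawn value than DDX39B but had a larger replicate SD, such as U2SURP at -2.67 against about -3.2 (SD 0.78).

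Of the 14 genes of Fig. 6A found in the table, PSMD8, PABPC1, PSMB4, FXR1 and HNRNPD, which the paper lists as down-regulated in its table of DEGs, did not pass here, with log2 fold changes of -1.00, -0.90, -0.82, -0.73 and -0.71. EED, which the paper also lists as down-regulated, had a log2 fold change of -0.94 and did not pass the fold change minimum. Settings under which some of them passed were leaving out control replicate 1 (PSMD8 at -1.33 and EED at -1.06), leaving out control replicate 3 (PABPC1 at -1.29 and FXR1 at -1.07) and no fold change minimum (EED and PSMB4). With the authors' scaling, chosen after seeing the values, all 6 passed.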

Other observations

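Every test of an explanation in this part was chosen after the result it bears on had been seen.

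Genes lower in YBX1 knockdown outnumbered higher genes in the deposited table, 3531 against 1623. Lower depth of the knockdown libraries was tested first, and these libraries held 1.07 times the fragments of the controls, so depth is not the source. Gene length was not either, since the share of genes called down was between 63% and 71.7% in all 4 groups of genes of similar length. The 10 most abundant genes of the table took a share that was 0.295 percentage points larger in the knockdown libraries than in the controls, less than the SD of 1.02 among the controls, but genes outside the table were not seen one by one. Together these took 47.8% ± 4.29 (SD, n = 3) of the fragments in the controls and 63.0% ± 1.68 (SD, n = 3) after knockdown, and how they were divided among genes is unknown. The authors' scaling between libraries cannot be ruled out as a contribution. It shifts the knockdown libraries by -0.31 on the log2 scale relative to FPKM, 3358 of the 3531 genes called down stayed below -1 without it, and how many genes outside the table would then have passed above 1 is unknown. The excess of lower genes cannot be told apart from that scaling or from a few abundant genes outside the table.

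The counts of genes were compared with those from the other ways of splitting the 6 libraries into 3 and 3. Of the 4 splits that part every same-numbered pair, 1, the real one, gave as many lower genes, and the same 1 of 4 held for the higher genes, for the splicing factors of Fig. 5G, for the stability genes of Fig. 6A and for the decay genes of Fig. 6B. The other 6 splits part 1 of the 3 pairs only. No other split gave more than 1 gene. With 10 splits, the share cannot fall under 0.1, and genes selected for the real split favour it, so chance cannot be excluded by this count.

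Control 3 lay between the other controls and the knockdown libraries. It was the lowest of the 3 controls in 1924 of the 3531 genes called down (54.5%) and the highest in 1102 of the 1623 genes called up (67.9%), where equal libraries would each take the same share, although genes are not independent of each other. The paper does not report this. A scale difference would place control 3 on the same side in both sets, which the 67.9% goes against. Depth was tested too, and its 11052666 fragments lie between those of controls 1 and 2. A mixture with knockdown-like RNA in one proportion would give the same proportion from both sets. The median proportion was 0.396 from genes called down and 0.132 from genes called up, a difference of 0.26. No spread was computed for these medians, and control 3 took part in the calls that selected the genes. A mixture in one proportion therefore cannot be ruled out. The labels and the paper give no batch and no embryo staging, so a library batch or a difference in the progress of the embryos of this pool remains possible, and no biological explanation was tested.

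Knockdown library 1 had more genes at 0 than the other knockdown libraries, 826 against 346 and 491, although its 12098896 fragments were not the fewest. Poisson sampling from the mean of the other knockdown libraries gives 382 genes at 0 in library 1, 542 in library 2 and 434 in library 3. Library 2 lay below its value, and fragments copied by PCR are not independent molecules, so the sampling of few molecules cannot be ruled out. In 68 genes it was at 0 while both other knockdown libraries had 10 or more fragments, which happened in 1 gene for library 2 and in 5 genes for library 3. Among genes for which the other knockdown libraries give 10 to 30 fragments, 19.7% of those called down (97 of 492) were at 0 in library 1 and 0 of 44 of those called up. Library 1 was also the lowest knockdown library in 2049 genes called down (58.0%) and the highest in 501 genes called up (30.9%). Every gene was assigned to a single library, so genes in which libraries tied at 0 may add to the 58.0%. A gene at 0 in a knockdown library is seldom called up, so sampling, a loss of molecules irrespective of the gene and a stronger decrease of the genes called down cannot be told apart.

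The p-values and adjusted p-values of the authors' deposited table imply that 17491 genes were tested, with values from 15706 to 17570 over the 20 smallest p-values, and that 5172 genes had an adjusted p-value under 0.05, against the 5154 in the table. Recovered gene lengths were multiples of 3 in 60.2% of the genes, where chance gives 33.3%, with 60.9% among genes called down and 58.8% among those called up.

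In the paper's Table S2, of which 1999 skipped exon events were given here, the paper's inclusion level was higher after knockdown in 1643 events (82.2%) and lower in 356, and 377 events had an absolute difference under 0.05. The exon was fully included in every knockdown library in 838 events and in every control in 92. By the authors' gene calls, inclusion was higher after knockdown in 622 of 689 events in genes called down (90.3%), in 956 of 1174 in genes not in the deposited table (81.4%) and in 65 of 136 in genes called up (47.8%). A candidate explanation is that fewer junction reads in the knockdown libraries hide rare skipping. Junction reads could be read for 1676 events. Inclusion was higher after knockdown in 89.9% of the 1016 events with fewer reads in knockdown, and in 64.8% of the 660 events with at least as many. The excess was smaller where reads were not fewer but did not vanish, so the number of reads may account for part of it, and a change of splicing cannot be told apart from it with these values.

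For the exon of BRCA1 on chromosome 19 of ARS1 from 42790818 to 42790957, the paper's Table S2 gives inclusion levels of 0.926, 0.821 and 1.0 in the controls and 1.0 in each knockdown library. Only 5, 9 and 0 reads skipped this exon in controls 1, 2 and 3, and 0 in each knockdown library, so the difference rests on few reads. The text of the paper describes promoted skipping of the sixth exon of this gene after knockdown. It gives no coordinates for that exon, so whether it is the same exon was not settled here. The other BRCA1 exons in the rows given, from 42788236 to 42788281 and from 42794082 to 42794159, also had higher inclusion after knockdown in the paper's values (0.939, 0.984 and 0.943 against 0.672, 0.916 and 0.745, and 0.955, 0.928 and 0.977 against 0.874, 0.808 and 0.872).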
